A study of Drosophila melanogaster with 4 samples. Its data were reported in "The LARK RNA-Binding Protein Selectively Regulates the Circadian Eclosion Rhythm by Controlling E74 Protein Expression" (2007).

How the data were processed

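Messenger RNA associated with LARK, an RNA-binding protein, was measured in brains of Drosophila melanogaster pharate adults, the stage just before the adult fly emerges from its pupal case. Lysates were made from about 1000 brains per experiment. Part of each lysate was kept as total RNA, and LARK was precipitated from the rest with an affinity-purified antibody (IP). Each of the 2 experiments gave 1 LARK IP sample and 1 total RNA sample, and each sample was hybridised to 1 Affymetrix Drosophila array, so the 4 arrays form 2 groups of 2 biological replicates. Equal amounts of IP and total RNA were labelled, by the study's methods.

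The deposited values are signal intensities of probe sets, which the authors computed with MAS5 and scaled on each array to 1 common target intensity; the 2% trimmed mean was 5.00 on all 4 arrays. Detection calls and change calls of MAS5 were not used here. A value is therefore relative to the total signal of its array, and with equal RNA input it shows the share of a transcript among the RNAs of a sample, not how much RNA was precipitated. The table held 14010 probe sets, of which 44 were controls. Of the other 13966, the platform annotation gave 1 gene symbol for 12442, several for 327 and none for 1197. No gene was named from a probe set with several symbols. Of the unnamed probe sets, 32 were named from the study's own list of targets (Cam, norpA, RpL24, RpL34b, Vap33, Sar1, R and Eip74EF among them). Only those parts of that list were used in which few names differed from the annotation, 5 of the 117 that could be compared. The 32 names themselves could not be checked, since the annotation gave no symbol for these probe sets. Symbols were checked against RefSeq names of assembly Release 6 and 0 needed an update.

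Ratios were computed on log2(signal + 0.8), where 0.8 is the median over the 4 arrays of the 25th percentile signal, so changes of low signals are understated. LARK IP was compared with total RNA with limma (version 3.58.1, R version 4.3.3), using lmFit and eBayes with a variance trend, the replicate number as a block, and Benjamini-Hochberg adjustment at 0.05. The block was used because IP and total RNA with the same number came from 1 lysate, as the series description states. Across the tested probe sets, the difference between the 2 IP arrays correlated with that between the 2 total RNA arrays (Pearson's r 0.36). The test covered the 3492 probe sets with a mean log2 signal in the top 25%, which hold 2911 genes with 1 probe set each, the one with the highest mean signal. With 1 residual degree of freedom per probe set, the spread is largely borrowed across probe sets (prior degrees of freedom 7.84). The number of arrays limits the precision: an exact permutation test of 2 arrays against 2, which ignores the pairing, cannot go below p = 0.33, two-sided. Exchanges within the 2 pairs allow even fewer assignments.

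The fit was tested on simulated data with the 3492 probe sets, of which 200 were changed, in 10 runs. It recovered 11.2% of probe sets raised by 1 on the log2 scale, 65.2% of those raised by 2 and 90.8% of those raised by 3, and 57.5% of those changed by -2. On average 9.3 calls per run were false, 8.86% of all calls, above the 5% aimed for. A simulated list of 20 genes shifted by 1 was called in 100% of 100 runs, and an unshifted one in 2%. The simulated genes varied independently, so the 2% does not cover lists whose members move together.

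Plain ratios of at least 2 without a pseudocount were also counted, in each replicate and in both, where the numerator's signal lay in the top 15% of its array; this floor took the place of a detection call. Overlaps were tested with a one-sided Fisher's exact test over probe sets whose numerator passed the floor in both replicates. Gene lists covered 20 groups and 6 sets of cell type markers, each tested with limma's camera (preset correlation 0.01), again with an estimated correlation, and with fry; adjusted p-values of lists are over these 26 lists. The groups were neuronal adhesion and guidance, G protein and calcium signalling, small GTPases, synaptic vesicle release, ion channels, transmitter synthesis and uptake, nuclear transport, RNA-binding proteins, histones and chromatin, glycolysis, the circadian clock, cytoskeleton, ecdysone response, neuropeptides, cytosolic and mitochondrial ribosomal proteins, translation factors, the respiratory chain, the proteasome and the vacuolar proton pump; the markers were those of neurons, glia, photoreceptors, fat body, muscle and haemocytes. The 4 further lists (genes named in the study's text, and its targets of both experiments or of 1 only) were chosen by the study on these samples, and their p-values are unadjusted. Probe sets named only from the study's targets could also fill entries of the 26 lists, and those members too were chosen on these samples. Of 759 list entries, 111 matched no probe set.

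Genes named in the text follow a rule: 1 probe set per gene, the 12 highest and 8 lowest mean log2 ratios among calls with the same direction in both replicates (filled, where fewer passed, with genes at or below a ratio of 0.5 in both), all genes named in the study's text, and 2 to 4 tested members of each list with the largest change. Other genes were chosen after their values were seen. The lists, the rule, the tests and most alternatives were fixed before the data were examined. A background of 4.49, the 95th percentile of 23 control probe sets without a target in the fly, was added afterwards; where all arrays of a group lay at or under it, the fold is a bound against it ("at least"). Alternatives covered the block, the pseudocount, the filter, quantile normalization, median centring, the variance trend, the floor, the ratio, the pairing and each left-out array; a robust prior and a filter on total RNA above background were added after seeing the data. The hybridisation day is the same split of the arrays as the replicate number, so day as a block is the replicate block. Tests of A-rich 3′ UTR tracts and of long introns were planned but need a genome sequence and gene models, which were not used here.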

Results

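RNA precipitated with LARK was compared with total RNA of the same brain lysates in 2 independent experiments, to find transcripts that the immunoprecipitation enriched. Each group, LARK IP and total RNA, held 2 arrays. The arrays had similar overall signals: the median signal was 2.7 to 2.8, and 35% to 37.1% of probe sets lay above the background of 4.49. Spearman's correlation across the tested probe sets was 0.68 between IP and total RNA of replicate 1 and 0.71 in replicate 2, against 0.68 between the IP arrays and 0.64 between the total RNA arrays. These correlations are across genes, which are not independent replicates.

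The first question was which transcripts were more abundant in LARK IP than in total RNA. The largest enrichment was that of Tnpo (CG7398), which encodes transportin, a nuclear import receptor: its log2 ratio was 6.77 ± 0.32 (SD, n = 2; adjusted p = 7.89e-06), with signals of 114.2 and 625.7 in IP against 0.1 and 5.9 in total RNA. As 0.1 lies under background, the size of this ratio depends on the pseudocount, with 8.44 for none and 5.63 for 4 times it. Ald1 (CG6058), the glycolytic enzyme aldolase, was higher by 3.35 ± 0.33 (adjusted p = 0.000318), and 14-3-3zeta (CG17870), a phosphoprotein-binding adaptor, at 2.93 ± 0.28 (adjusted p = 0.000318). NetB (CG10521), a secreted axon guidance cue, was higher by 2.84 ± 0.61 (adjusted p = 0.000922), and norpA (CG3620), the phospholipase C of phototransduction, by 2.75 ± 0.88 (adjusted p = 0.00194), while a second, dimmer probe set of norpA had 1.49 ± 0.54 and did not pass (adjusted p = 0.192). Transcripts for calmodulin (Cam, CG8472) were at 469.2 and 159.1 in IP against 33.6 and 46.5 in total RNA, a log2 ratio of 2.76 ± 1.42.

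In all, 94 probe sets rose and 6 fell in LARK IP among 3492 tested, which correspond to 86 and 5 genes. The median enrichment of those that rose was 3.57-fold, a log2 ratio of 1.84, which was 1.20 without total RNA 1 and 2.53 without total RNA 2. The ratio was the larger one in replicate 1 for 74 of the 94, and 81 of the 94 were at least 2-fold higher in both replicates. Among the 12 genes with the highest ratios were also Hk (CG43388), a subunit of voltage-gated potassium channels, at 2.77 ± 0.19; DopEcR (CG18314), a receptor for dopamine and ecdysteroids, at 2.76 ± 0.15; jus (CG14509), a gene of seizure susceptibility, at 2.67 ± 0.76; and fend (CG12664) at 2.92 ± 1.62. The uncharacterised genes CG32647 and CG14989 had ratios of 3.47 ± 0.48 and 2.72 ± 0.60. For Tnpo, CG32647, fend, Hk and DopEcR, 1 of the 2 total RNA signals lay at or under background, and without a pseudocount or with 4 times it the ratios were 3.45 and 2.03 for Hk and 3.41 and 1.98 for DopEcR, and 2.26 for fend with 4 times it. A further probe set each for Tnpo, CG32647, Hk and jus was too dim to be tested and did not show the enrichment in both replicates (the other one for Tnpo read 0.6 and 0.6 in IP against 0.2 and 5.0). The number of calls depended on the fit: without the replicate block 0 probe sets passed in limma (137 were higher and 38 lower at an unadjusted p under 0.05), against 94 and 6 with it, and with any 1 array left out, fitted without the block, 0 passed. Quantile normalization left 12 higher and 0 lower, a fit without the variance trend 1 and 0, and a restriction to probe sets with both total RNA signals above background 49 and 2. Of the 94, 69 kept an unadjusted p under 0.05 without the block, and all 94 did so with quantile normalization (median log2 ratio 1.74) and without the trend.

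**Figure D1:**
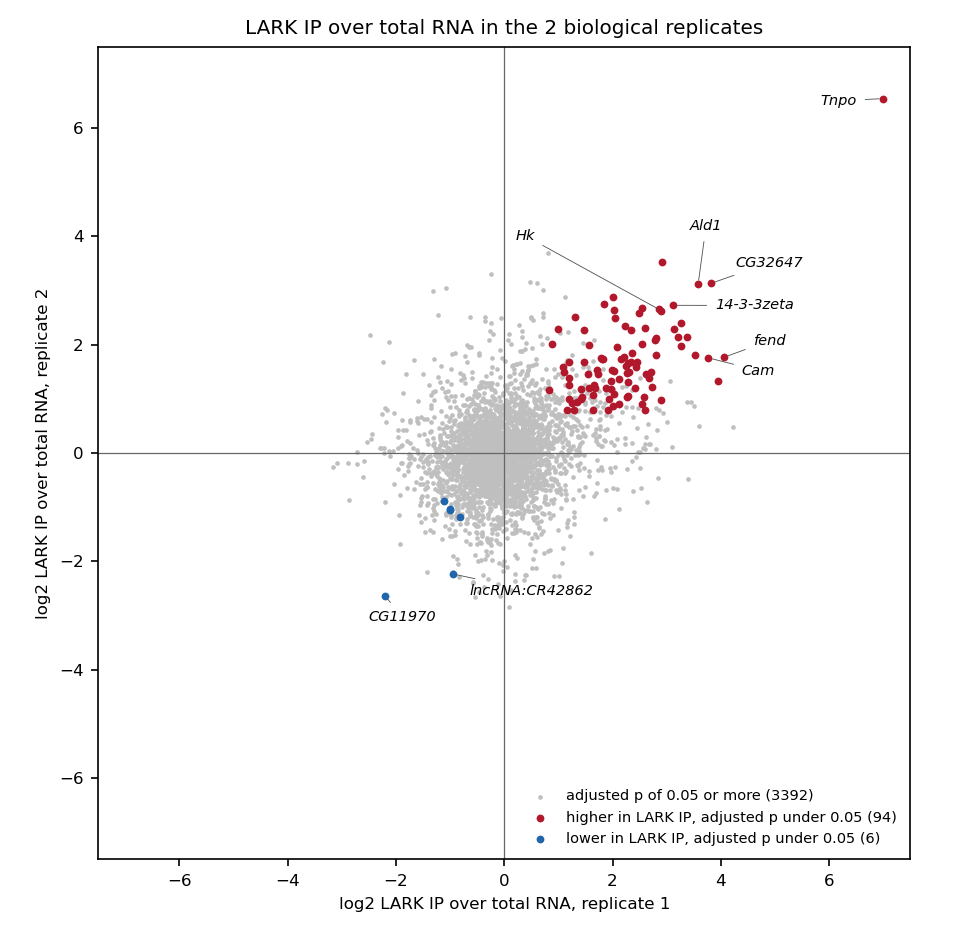
Log2 ratio of LARK IP over total RNA in replicate 1 (horizontal axis) and replicate 2 (vertical axis) for each of the 3492 tested probe sets (points). The 94 probe sets called higher in IP (red) lie in the upper right, with Tnpo at 7.0 and 6.55, and the 6 called lower (blue) in the lower left.

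Few transcripts were depleted. CG11970 was at least 2.81-fold lower in IP, with signals of 2.7 and 1.4 against 15.3 and 12.9 in total RNA (adjusted p = 0.0470). The noncoding RNA lncRNA:CR42862 was lower by a log2 ratio of -1.59 ± 0.90 (adjusted p = 0.0269), and CG3857 by -1.02 ± 0.03 (adjusted p = 0.0470). Ddc (CG10697), the decarboxylase that makes dopamine and serotonin, was at 104.4 and 143.8 in IP against 184.3 and 327.2, log2 ratios of -0.82 and -1.18 in the 2 replicates (adjusted p = 0.0452), and unc79 (CG5237), part of a sodium leak channel complex, had -1.11 and -0.89 (adjusted p = 0.0427). The genes filled in by the rule did not pass the test, though their ratios lay below those of most called genes. They were CG34408 at -1.82 ± 0.55, KLHL18 (CG3571) at -1.54 ± 0.57 and the calcium release channel RyR (CG10844), at least 2.40-fold lower (adjusted p = 0.132). The 6 calls were lost without the block, under quantile normalization and with the top 15% filter.

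**Figure D2:**
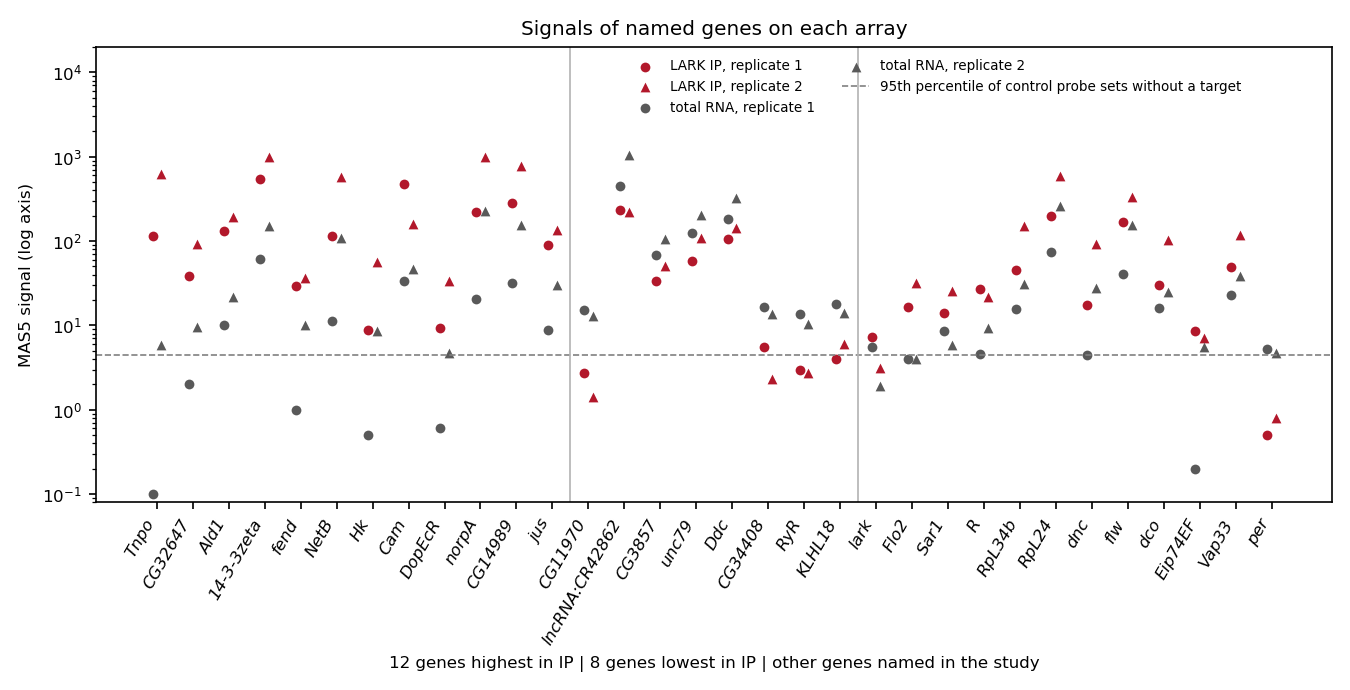
MAS5 signals (vertical log axis) on the 4 arrays for the 12 genes with the highest ratios, the 8 taken as lowest by the rule, and other genes named in the study. Red marks LARK IP, grey total RNA, circles replicate 1 and triangles replicate 2. Both IP signals of each of the 12 genes lie above the total RNA signal of the same replicate, and the dashed line is the background of 4.49.

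Counted in each experiment on its own, as ratios of at least 2, 384 probe sets were higher in IP in replicate 1 and 359 in replicate 2, and 129 in both. Of 1551 probe sets bright enough in both IP arrays, 245 passed in replicate 1 and 212 in replicate 2. From these counts 33.5 shared ones would be expected by chance (one-sided Fisher's exact test, p = 1.1e-62). In the other direction, 321 and 284 probe sets were at least 2-fold higher in total RNA and 27 in both. Of 1514 bright enough in both total RNA arrays, 136 and 126 passed, from which 11.3 shared ones would be expected (one-sided Fisher's exact test, p = 5.9e-06). Both tests treat probe sets as independent, which they are not, so the p-values do not measure how the overlap would repeat in other lysates. As background, arrays of 1 group differed about as much: total RNA 2 was at least 2-fold above total RNA 1 for 423 probe sets and below it for 413, and IP 2 was above IP 1 for 441 and below it for 364. A ratio of 2 in 1 experiment was thus no more frequent than between replicates, while 129 shared ratios exceeded the number expected. Across the tested probe sets the log2 ratios of the 2 replicates had Pearson's r of 0.29 and Spearman's rho of 0.22. With each IP set against the total RNA of the other replicate, 72 probe sets were at least 2-fold higher in both and Pearson's r was -0.08.

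Of 26 gene lists 6 were called, all higher in IP and all of genes that act in neurons or in signalling. These calls rest on camera's preset correlation, and whether they hold without it cannot be told. Each of the 6 had an adjusted p = 0.894 with an estimated correlation, but that version has 1 residual degree of freedom and could hardly call any list. The study's targets of both experiments, with a positive ratio in all 80 tested, had a camera p of 6.4e-91 with the preset correlation and 0.10 with an estimated one. Of 19 tested genes of neuronal adhesion and guidance, 7 rose and 0 fell (11 rose adjusted over the list alone), with a median log2 ratio of 1.24 (adjusted p = 2.38e-07, and 0.894 with an estimated correlation): besides NetB these included ed (CG12676), a cell adhesion molecule, at 2.43 ± 0.50, Flo2 (CG32593), a flotillin of membrane microdomains, at least 4.46-fold higher, and Con (CG7503), a leucine-rich repeat adhesion protein, at 1.91 ± 0.85. Without total RNA 1 the adhesion list's mean above other genes was 0.50 instead of 1.03 (adjusted p = 0.0460). Of 21 G protein and calcium signalling genes, 9 rose and 0 fell (10 and 1 adjusted over the list alone; median 0.82, adjusted p = 7.23e-06, and 0.894 with an estimated correlation), led by Cam, norpA, the sodium and calcium exchanger Nckx30C (CG18660) at 2.63 ± 0.91 (its other tested probe set had -0.33 ± 0.73 and did not pass) and the G protein subunit Galphao (CG2204) at 2.30 ± 0.70 (its other one had 1.63 ± 0.83 and did not pass). This list's mean above other genes was 0.26 without total RNA 1 (adjusted p = 0.420), and its call was also lost without LARK IP 1 (adjusted p = 0.0600). Of 8 small GTPases, 2 rose (5 adjusted over the list alone; median 1.01, adjusted p = 0.000147, and 0.894 with an estimated correlation): Ric (CG8418) at 2.29 ± 0.08 and Rac2 (CG8556) at 2.07 ± 0.55. Among 14 synaptic vesicle genes 3 rose (6 rose and 1 fell adjusted over the list alone; median 0.68, adjusted p = 0.00135, and 0.894 with an estimated correlation), Sap47 (CG8884) at 2.31 ± 0.05, the calcium sensor Frq1 (CG5744) at 2.01 ± 0.60 and Vap33 (CG5014) at 1.34 ± 0.35, while the vesicle fusion protein Syx1A (CG31136) had 1.83 ± 1.46 and did not pass.

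Of 19 ion channel and pump genes, 5 rose (8 rose and 1 fell adjusted over the list alone; median 0.43, adjusted p = 0.00153, and 0.894 with an estimated correlation), among them Hk and the GABA receptor Rdl (CG10537) at 1.80 ± 0.69; the sodium pump subunit Atpalpha (CG5670) was at least 2.68-fold higher but did not pass (adjusted p = 0.109). The ion channel list lost its call without total RNA 1 (adjusted p = 0.308), without LARK IP 2 (adjusted p = 0.259) and with the top 15% filter (adjusted p = 0.0635). Of 5 pan-neuronal markers 1 rose (2 adjusted over the list alone; median 1.26, adjusted p = 0.0316, and 0.894 with an estimated correlation), futsch (CG34387), a microtubule-associated protein of axons, at 1.44 ± 0.81; fne (CG4396) had 1.36 ± 0.58, elav (CG4262) 1.26 ± 0.71, nSyb (CG17248) 1.08 ± 1.87 and Rbp9 (CG3151) -0.47 ± 0.42, none of which passed. The marker list, too, lost its call without total RNA 1 (adjusted p = 0.420), without LARK IP 2 (adjusted p = 0.394) and with the top 15% filter (adjusted p = 0.203). The replicate block did not move the number of lists called, which was 6 without it. In fry, a rotation test of whether a list's genes move 1 way, small GTPases and synaptic vesicle genes alone of the 6 had an unadjusted p under 0.05. Some genes stand in 2 of these lists, such as Nckx30C, Frq1 and nSyb. Others, among them Cam, norpA, Rac2, Vap33, Syx1A and Atpalpha, were named only from the study's targets. They therefore entered the lists through a choice made on these samples, and the lists were not tested without them. Many entries of the small GTPase list, such as Rac1, Cdc42 and Rho1, matched no probe set.

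**Figure D3:**
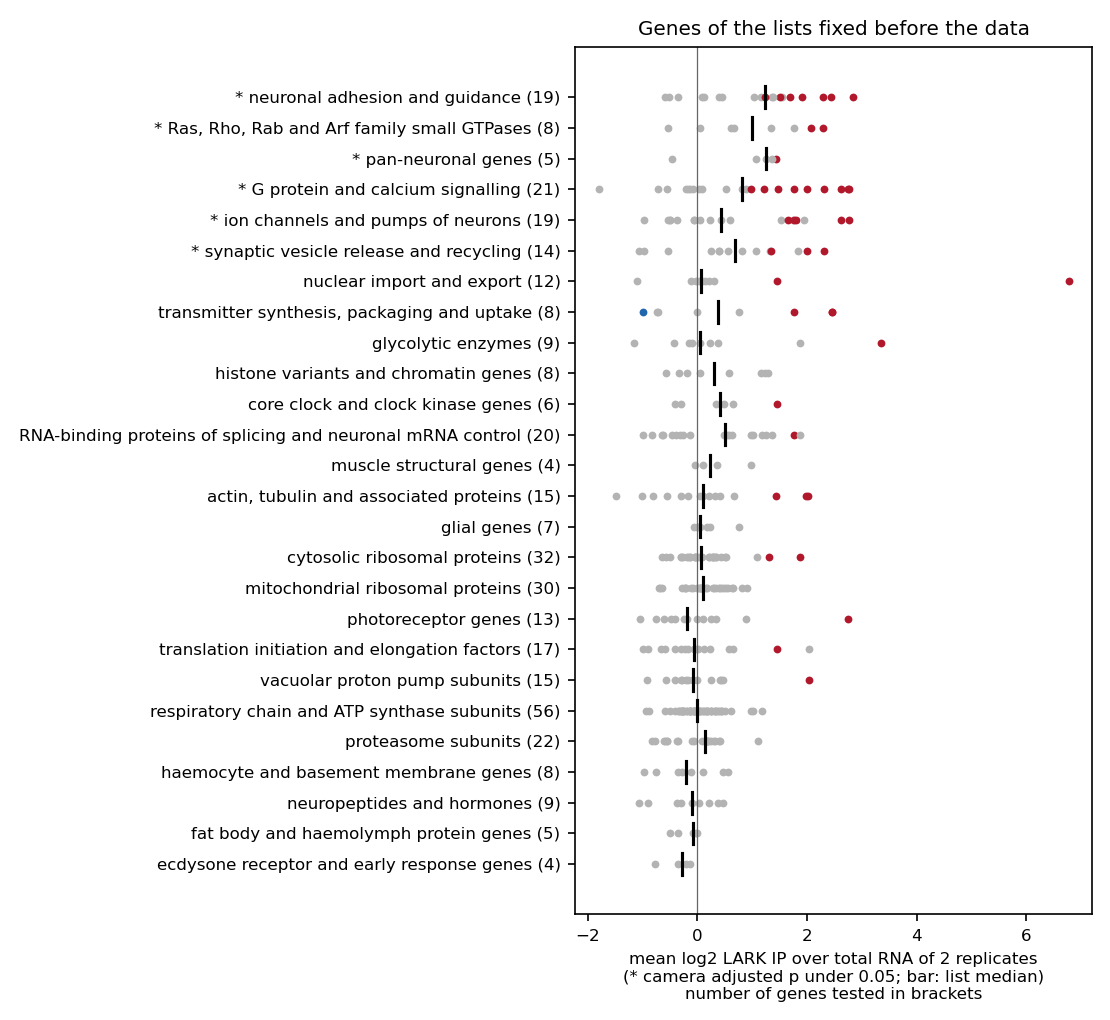
Mean log2 ratio of LARK IP over total RNA (horizontal axis, mean of the 2 replicates) for the tested genes of the 26 lists; each point is a gene, red where called higher and blue where called lower, and the black bar is the list's median. The 6 lists with a star had a camera adjusted p under 0.05, with medians from 0.43 to 1.26.

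Other lists held enriched genes but were not called. Some of them were called higher under another setting: transmitter genes with 4 times the pseudocount (adjusted p = 0.0214) and with no filter (adjusted p = 0.0412), nuclear transport with no filter (adjusted p = 0.0389), glycolysis without total RNA 1 (adjusted p = 0.0440) and RNA-binding proteins without total RNA 2 (adjusted p = 0.00218). Of 8 genes of transmitter synthesis, packaging and uptake, 3 rose and 1 fell (4 and 2 adjusted over the list alone; adjusted p of the list 0.0860): the acetylcholine genes ChAT (CG12345) and ChT (CG7708) at 2.45 ± 0.22 and 2.47 ± 0.49, the vesicular monoamine transporter Vmat (CG33528) at 1.77 ± 0.02, and Ddc, which fell. A second tested probe set of ChAT had 0.27 ± 0.28 and did not pass (adjusted p = 0.718). Of 12 nuclear transport genes, Tnpo and the exportin emb (CG13387, 1.44 ± 0.34) rose, and the median was 0.07 (2 adjusted over the list alone; adjusted p = 0.15). Among 9 glycolytic enzymes only Ald1 rose (2 adjusted over the list alone; median 0.05, adjusted p = 0.378), with Hex-A (CG3001) at least 2.67-fold higher without passing. Of 15 cytoskeleton genes 3 rose (3 adjusted over the list alone; median 0.10, adjusted p = 0.470), Moe (CG10701) at 2.02 ± 0.09, Jupiter (CG31363) at 1.98 ± 0.45 and futsch. Of 20 RNA-binding proteins, sqd (CG16901, 1.76 ± 0.32) rose (3 adjusted over the list alone; median 0.51, adjusted p = 0.171, though the median lay above the 95th percentile, 0.17, of 10000 random lists matched on signal), and the translational repressor pum (CG9755) had log2 ratios of 0.72 and 3.01. Of 15 vacuolar proton pump subunits Vha44 (CG8048, 2.03 ± 0.92) rose (1 adjusted over the list alone; median -0.09, adjusted p = 0.948), and of 17 translation factors eIF1A (CG8053, 1.46 ± 0.29; 2 adjusted over the list alone; median -0.06, adjusted p = 0.881). Of 32 cytosolic ribosomal proteins RpL24 and RpL34b rose (2 adjusted over the list alone; median 0.07, adjusted p = 0.409).

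No gene passed in several further lists. These were mitochondrial ribosomal proteins (30 genes, median 0.11, adjusted p = 0.522), respiratory chain subunits (56 genes, median -0.01, adjusted p = 0.881), proteasome subunits (22 genes, median 0.13, adjusted p = 0.913; mean -0.05), histones and chromatin genes (8 genes, median 0.31, adjusted p = 0.15, 2 higher adjusted over the list alone, at percentile 95.2 of matched lists), neuropeptides (9 genes, median -0.09, adjusted p = 0.864) and ecdysone response genes (4 genes, median -0.28, adjusted p = 0.377). UQCR-14 (CG3560) of the respiratory chain had 1.02 ± 0.06 with an adjusted p = 0.0535. Markers of other cell types were not called as groups: glia had a median of 0.05 (7 genes, adjusted p = 0.522), fat body -0.07 (5 genes, adjusted p = 0.594), muscle 0.22 (4 genes, adjusted p = 0.522) and haemocytes -0.20 (8 genes, adjusted p = 0.522). These lists are small, and the simulated list held 20 genes, so a shift of these markers is not excluded. The astrocyte gene Gs2 (CG1743) had 0.76 ± 0.47 without passing. Of 13 photoreceptor genes only norpA rose (1 adjusted over the list alone; median -0.19, mean 0.04, adjusted p = 0.864), and the photoreceptor surface protein chp (CG1744) had -0.76 ± 0.20.

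The study singled out calmodulin, flotillin, small GTPases and ribosomal proteins as counterparts of targets of the mouse protein, and genes with circadian functions. The transcript of lark itself (CG8597) was too dim to be tested, with signals of 7.2 and 3.1 in IP against 5.6 and 1.9 in total RNA. Of the 11 tested genes of this list, 9 rose and 0 fell (11 adjusted over the list alone; median 1.76); since these genes were chosen on these samples, this is not independent evidence of their direction. As a list they had an unadjusted p = 0.0707 with an estimated correlation. RpL34b (CG9354) was at 1.87 ± 0.57 (adjusted p = 0.0103) and RpL24 (CG9282) at 1.30 ± 0.16 (adjusted p = 0.0153), while the GTPase genes R and Sar1 (CG7073) had 1.76 ± 0.85 (adjusted p = 0.0587) and 1.35 ± 0.93 (adjusted p = 0.191). The circadian genes dnc (CG32498), a cyclic AMP phosphodiesterase, flw (CG2096), a protein phosphatase 1 catalytic subunit, and dco (CG2048), the clock kinase also named doubletime, rose by 1.77 ± 0.05, 1.55 ± 0.67 and 1.45 ± 0.79 (adjusted p = 0.0153, 0.0172 and 0.0470). The other tested probe set of flw had 0.78 ± 0.81 and did not pass (adjusted p = 0.538), and 4 further ones of dnc were too dim to be tested and gave no ratio that can be read. Eip74EF (CG32180), the ecdysone-induced transcription factor E74, was too dim to be tested: its signals were 8.6 and 7.0 in IP against 0.2 and 5.6 in total RNA, of which 0.2 lies under background. Among 6 tested clock genes dco alone rose (1 adjusted over the list alone; median 0.42, adjusted p = 0.395, at percentile 95.5 of matched lists), cyc (CG8727) had 0.49 ± 0.20 and tim (CG3234) -0.40 ± 0.79. The clock gene per (CG2647) was not tested; it read 0.5 and 0.8 in IP against 5.2 and 4.7 in total RNA.

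The study's own targets can be followed in the same values, though they were chosen on them. Of 82 probe sets listed for both experiments, 70 had a ratio of at least 2 in both replicates here, and 63 of the 80 tested rose. Of 66 listed for the first experiment only, 63 had a ratio of at least 2 in replicate 1 and 19 in replicate 2, and 14 of 57 tested rose. Of 72 listed for the second only, 60 had such a ratio in replicate 2 and 33 in replicate 1, and 10 of 57 rose. Adjusted over each list alone, 80, 45 and 32 rose, which is not independent evidence. The 3 lists had unadjusted p = 0.10, 0.240 and 0.129 with an estimated correlation.

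Control probe sets along single transcripts compared the 3′ and 5′ ends of RNAs between the samples. For GAPDH, the log2 ratio of IP over total RNA was -0.17 ± 0.13 at the 3′ end, -1.17 ± 0.58 in the middle and -1.92 ± 1.14 at the 5′ end. For eIF-4a the values were 0.38 ± 0.20, -0.24 ± 0.11 and -0.30 ± 0.10, and for 18S rRNA 0.94 ± 0.27, 0.34 ± 0.02 and -0.21 ± 0.14. In IP 2 the GAPDH signals were 0.2 at the 5′ end and 1.9 in the middle, both under background. The size of the GAPDH gap therefore depends on the pseudocount. The 3′ ratio exceeded the 5′ ratio in both replicates for each of these genes; the 5′ probe set of actin lay at or under background on all 4 arrays. These values move with the IP group and so stand beside each enrichment above.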

Values the study reported

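The study reported 144 putative LARK targets in its first experiment and 151 in its second, of which 79 were common to both. It gave 1880 genes detected in the IP sample and 2171 in the total RNA sample of the first experiment. It named 216 putative target genes, for 178 of which mutants were available, and had begun to screen them.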

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

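The tests in this part were chosen after the results had been seen. The control probe sets lie outside the tested values, and 3 of them were above background on all 4 arrays and higher in IP than in total RNA in both replicates: the 3′ and middle probe sets of 18S rRNA, with mean log2 ratios of 0.94 and 0.34, and the 3′ probe set of eIF-4a, with 0.38.

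A higher level of intact 18S rRNA in the IP samples would raise its 3 probe sets alike, and this was not seen: the log2 ratio at the 3′ end exceeded that at the 5′ end by 1.14 on average (0.85 and 1.44 in the 2 replicates). Shorter RNA or a stronger 3′ bias in the IP samples may account for the gap, and in the 2 other control genes with a 5′ probe set above background in total RNA the 3′ ratio was the higher one in 4 of 4 comparisons. For GAPDH in replicate 2 the 5′ signal in IP was 0.2, under background, so the size of that difference is uncertain. Co-precipitation of ribosomes or of rRNA fragments with LARK was not tested, so a biological part of the increase remains open.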

How the results depend on the processing

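The restriction to total RNA above background and the robust prior were chosen after the data were seen. Without the replicate block 0 probe sets were called higher and 0 lower (137 and 38 had an unadjusted p under 0.05), against 94 and 6 with it; 69 of the 94 kept an unadjusted p under 0.05, and IP and total RNA of a pair share a lysate. The cause of the other losses was not tested. Quantile normalization gave 12 and 0, no variance trend 1 and 0, and total RNA above background 49 and 2, which tests fewer probe sets. For lower probe sets, no pseudocount gave 2, 4 times the pseudocount 16, median centring 2 and the top 15% filter 0. Leaving out any 1 array, where the lone sample is assumed to vary like the other group, gave 0 to 0 for both directions, with 46 to 226 higher at an unadjusted p under 0.05. The robust prior (87 and 5), no filter (97 and 5) and, for higher ones, no pseudocount (78), 4 times it (129), the top 15% filter (63) and centring (80) stayed within 1.5 times. Of the lists, 6 were higher with or without the block, 4 to 7 with 1 array left out, 0 with an estimated correlation. For ratios of at least 2 (IP higher in replicate 1, replicate 2 and both; total RNA higher in the same order), a floor at the top 25% gave 806, 761, 174, 744, 748 and 74, which admits more probe sets, and at the top 10% 228, 234, 106, 155, 132 and 14. A ratio of 3 gave 231, 184, 53, 129, 121 and 3. The other replicate's total RNA gave 408, 551, 72, 433, 499 and 15. Counts for both replicates became 359 to 384 and 284 to 321 when 1 replicate was used. Between arrays of 1 group, the top 25% floor gave 902 (total 2 over 1), 845, 886 (IP 2 over 1) and 852. Pearson's r and Spearman's rho of the 2 ratios were 0.48 and 0.35 with the top 15% filter, 0.0588 and 0.0554 with no filter, where dim probe sets enter, and -0.0774 and -0.16 with the other replicate's total RNA. Lists without a call changed sign (mean log2 ratio minus that of other genes): translation factors -0.0059 with 4 times the pseudocount, -0.0560 with the top 15% filter and -0.10 with quantile normalization; the respiratory chain -0.0500 with that filter and -0.0929 with quantile normalization; the proteasome 0.0912 with that filter; ecdysone response 0.36 instead of -0.39, glia -0.11 and the proton pump -0.0313 with no filter; and the proton pump -0.10, photoreceptors -0.000731 and ribosomal proteins -0.0490 with quantile normalization. With 1 array left out, these differences ranged as follows: fat body -0.60 to 0.16, glia -0.0496 to 0.32, haemocytes -0.43 to 0.0377, mitochondrial ribosomal proteins -0.0354 to 0.26, muscle -0.0216 to 0.66, neuropeptides -0.44 to 0.0188, respiratory chain -0.20 to 0.22, photoreceptors -0.30 to 0.34, proteasome -0.38 to 0.23, ribosomal proteins -0.11 to 0.36, RNA-binding proteins -0.0747 to 0.73, translation factors -0.17 to 0.21, proton pump -0.34 to 0.36. Among named genes without a call, ranges with 1 array or pair left out crossed 0 for Gs2 (-0.0115 to 1.52), nrv2 (-0.0475 to 0.51), vkg (-1.98 to 0.48), mRpL46 (-0.0780 to 1.91), Zasp52 (-0.68 to 1.39), nSyb (-0.24 to 2.40), Capa (-2.30 to 0.16). Signals over background limit dim genes such as lark, per and Eip74EF, which were not tested.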

Other observations

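Further enriched genes outside the lists were picked after their values were seen, and no test of a group stands behind them. Idh3g (CG5028), a subunit of the mitochondrial isocitrate dehydrogenase, rose at least 3.70-fold and Idh3a (CG12233), another, by a log2 ratio of 1.58 ± 0.55. Pp1alpha-96A (CG6593), a catalytic subunit of protein phosphatase 1 like flw, rose by 2.10 ± 0.86. The protease kuz (CG7147) rose by 1.78 ± 0.31 and bol (CG4760), an RNA-binding protein, by 2.10 ± 0.36. The adenylyl cyclase rut (CG9533), known for its part in learning, rose by 0.98 ± 0.25, the smallest ratio among the 86 enriched genes (adjusted p = 0.0470 in limma). Of the 94 probe sets called higher, 87 are among the study's own targets and 7 are not. Counted with 1 probe set per gene, only bol, Rsf1 and e(y)3 of the 86 enriched genes were not among them.

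The total RNA arrays also differed by group of genes, as single arrays with no replicate of each lysate. In replicate 2 the pan-neuronal markers had a median log2 ratio of 1.60 over replicate 1, above 99.95% of 10000 random lists matched on signal, and neuronal adhesion genes 0.92 (99.98%). RNA-binding proteins had 0.76 (99.96%), G protein and calcium signalling 0.70 (99.89%), ion channels 0.68 (99.87%) and photoreceptor genes 0.65 (99.33%), so 4 of the 6 lists called higher in IP also differed between the total RNA arrays. These medians include genes called higher in IP, and called genes as a set had a median of 1.33. Called were 7 of 19 adhesion, 9 of 21 G protein and calcium, 5 of 19 ion channel and 1 of 5 pan-neuronal genes. RNA-binding proteins and photoreceptor genes held 1 each. Some members were named only from the study's targets, and the random lists were not filled that way. The percentiles are therefore no independent evidence of a difference between the lysates. The vacuolar proton pump was at -0.89 (0.05%), the proteasome at -0.53 (0.56%) and the respiratory chain at -0.33 (0.85%). At less extreme percentiles were glycolytic enzymes at -0.67 (1.86%), nuclear transport genes at 0.61 (98.34%) and cytosolic ribosomal proteins at 0.41 (95.19%).

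The first pattern weighed is that enriched genes were also brighter on both replicate 2 arrays; the tests of neuronal share and of hybridisation day were chosen after the result was seen. Of 86 enriched genes, 75 had a higher signal in total RNA 2 than in total RNA 1 (median log2 ratio 1.33, against -0.01 in the 2825 other genes), 71 were higher in IP 2 than in IP 1 (median 0.89), and no list of 10000 matched on signal exceeded 0.36. Array-wide scaling is argued against, since the median was 1.34 after quantile normalization (95% bootstrap interval 1.08 to 1.66) and that of all genes 0. Selection of genes with a low total RNA value in replicate 1 may contribute to the total RNA values, though not by itself to those of IP, and stays open: probe sets picked by replicate 2 alone had a median of -0.0682 (95% bootstrap interval -0.23 to 0.11), and those picked by replicate 1 alone 1.03. A larger neuronal share in the second lysate also stays open, with a median for 37 uncalled neuronal genes 0.31 above that of 24 markers of glia, fat body, muscle and haemocytes (permutation p = 0.231, two-sided), as does the hybridisation day, which cannot be told apart from the lysate (Pearson's r 0.36 between the differences of the IP and total RNA arrays across genes).

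The second pattern weighed is the enrichment of 6 lists of genes that act in neurons or in signalling. Signal level as the cause is argued against: the medians of these lists lay above at least 99.8% of 10000 lists of the same size matched on signal, by a test fixed before its result was seen. The 6 lists were picked by camera on the same values, and some of their members were named only from the study's targets. The random lists were not filled that way, so the percentiles are no independent evidence of the enrichment itself. RNA-binding proteins, which camera did not call, were at percentile 100 of matched lists, as high as any of the 6. Clock genes (95.5) and histones and chromatin genes (95.2) exceeded the 95th percentile by a little. This test therefore does not set the 6 apart from all others. Binding by LARK, precipitation of other particles with it and RNA caught on the beads were not compared here, since samples from beads without antibody, in which the study saw no selective enrichment, were not used. Whether chance can be excluded for the 94 calls cannot be decided from 2 pairs: exchanging IP and total RNA in replicate 2 called 0 probe sets (46 had an unadjusted p under 0.05 in limma), but of only 2 assignments 1, the real one itself, always counts, so no share under 0.05 can be had.

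In the study's own list of targets, the part for the second experiment alone pairs probe sets with genes other than those of the platform annotation in 58 of 62 cases, and 57 of these genes are named elsewhere in the same part. In the rest of the list 5 of 117 differ. Names from that part were not used here.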
